A study of Astyanax mexicanus with 12 samples. Its data were reported in "Starvation-resistant cavefish reveal conserved mechanisms of starvation-induced hepatic lipotoxicity" (2024).

How the data were processed

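RNA was profiled from livers dissected from larvae of the Mexican tetra, Astyanax mexicanus, a fish with river-dwelling surface populations and blind cave populations such as Tinaja. The labels give 4 groups of 3 libraries, namely surface fish and Tinaja cavefish at 5 and 7 days post-fertilization (dpf), and each library holds the pooled livers of 40 larvae. The study describes the younger larvae as fed and the older larvae as fasting, so age and feeding state changed together and cannot be separated within these libraries. Since each library is a pool, the p-values measure the spread between pools, which may in part be technical.

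According to the submitters' processing notes and the study's methods, polyadenylated RNA was made into strand-specific libraries and sequenced as single reads of 75 bp. The reads were aligned with STAR 2.7.3a to the astMex_2.0 genome with Ensembl 102 gene models, and RSEM 1.3.0 is named for quantification. The authors deposited a table of whole-number read counts for 27420 gene identifiers in 12 columns, with 4 further rows for reads outside genes, in overlapping genes, at many places or not aligned, in the form STAR writes. The strand setting behind the counts is not given in the sources used here. Where genes on opposite strands overlap, reads may therefore have been set aside or given to the wrong gene. Reads at many places were set aside, so near-identical paralogues may lose reads. The 4 summary rows stayed out of library sizes and tests, and all 12 columns were used. Unaligned reads made up 3.9% to 9.63% of all reads in a library, and reads outside annotated genes 19.9% to 34.3%. The latter name stands here for aligned reads that were counted to no gene. They may include reads in introns or on the opposite strand of a gene.

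The deposited counts were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with trimmed mean of M values (TMM) factors, edgeR's own filter on low counts and robust dispersions. All 12 libraries entered a single model with a mean for each group and 8 residual degrees of freedom, and 17540 genes were tested. The comparisons were 7 against 5 dpf within surface fish and within Tinaja, the difference of these age effects between the morphs, and Tinaja against surface fish at each age. A gene passed at a Benjamini-Hochberg adjusted p under 0.1, the false discovery rate of the study, and counts with its fold threshold of 2 are given beside it. Standard errors of log2 fold changes were derived from the F statistics. Levels are given as CPM, the unit of the cpm function of edgeR, on library sizes scaled by the TMM factors. Where a group held no read, a fold is a lower bound from 3 counts over the group, and with 1 to 3 reads the ratio is given with an exact 95% counting interval. Such bounds and intervals cover counting error only.

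The files used here do not pair the identifiers with gene names, and 0 of the identifiers matched the table of RefSeq names of the surface fish assembly AstMex3_surface. The lists of metabolic pathways and cell type markers, and the fatty acid transporter that the study followed, were therefore not analysed here, and no genomic positions are given. The genes shown by identifier followed a rule written before the data were examined: adjusted p under 0.1, at least 2-fold, mean log2 CPM of at least 3, groups that do not overlap (except for the difference of age effects), ordered by fold change. Its condition of a gene symbol was dropped and its number reduced to 2 rising and 2 falling genes per comparison once it was clear that no names could be matched. Gene groups are instead defined by their calls in the other morph or by abundance, choices made after the data were examined. Sets called in 1 morph were tested in the other with camera and fry from limma 3.58.1, and overlaps are set beside the number for independent lists.

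The total count in genes ran from 10.6 to 23.6 M reads per library. Recovery was checked in counts simulated from each gene's mean over all libraries and the real library sizes, with 50 genes changed at each fold. Each gene had the same dispersion in all groups, so similar recovery in the morphs was built in. The changed genes had a mean log2 CPM of at least 3, and all others stayed unchanged. The shares therefore do not describe weaker genes, and the adjustment was stricter than where many genes change. With age in surface fish edgeR recovered 16% of 2-fold, 90% of 4-fold and 96% of 8-fold changes among 17003 genes, with 8 unchanged genes called. For Tinaja the shares were 24%, 90% and 94% among 17012 genes. For the difference of age effects they were 6%, 42% and 88% among 17029 genes. At 5 dpf 18%, 82% and 96% of the differences between the morphs were recovered among 16980 genes, and at 7 dpf 18%, 88% and 100% among 17046 genes. Replicates differed well beyond counting noise, with a chi-square per gene of 27.9 to 154 over replicate pairs, so no library was counted as a copy of another. The alternatives, listed before the data were examined, were other normalizations, DESeq2 1.42.0, limma-voom, other filters and thresholds, a replicate block, fits of only the libraries compared and leaving out each library. The share of reads outside genes as a covariate, thinning to equal totals, and library totals without TMM factors were added later.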

Results

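Livers of surface fish and Tinaja cavefish larvae were profiled by RNA sequencing at 5 and 7 dpf, with 3 libraries per group. The total count in genes was 11.8 ± 1.07 M reads (SD, n = 3) in surface fish at 5 dpf and 20.2 ± 2.94 M at 7 dpf. In Tinaja it was 18.1 ± 4.0 M at 5 dpf and 15.8 ± 4.9 M at 7 dpf. The first principal component of log2 CPM held 32.7% of the variance and separated the morphs, and the second held 24.5% and ordered the ages within each morph. Libraries of a group correlated at 0.926 to 0.963 across genes, which are not independent replicates. Pairs from different groups correlated at 0.825 to 0.956, so the ranges overlap. Tinaja 7 dpf replicate 1 lay apart from its group, at 26.7 on the first component against 57.7 and 64.5 and at -91.7 on the second against -11.7 and -36.5.

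**Figure D1:**
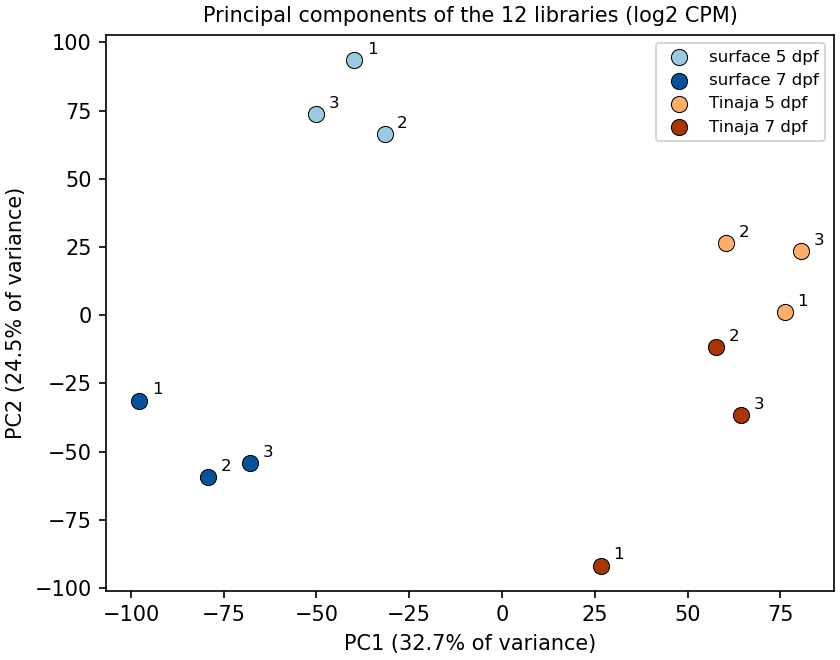
Each point is a library, placed by its first (x axis) and second (y axis) principal component of log2 CPM, with the share of variance on each axis and the replicate number beside the point. Surface fish lie at negative and Tinaja at positive values of the first component, and Tinaja 7 dpf replicate 1 lies at -91.7 on the second.

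The first comparison asks how the liver transcriptome of surface fish changed from 5 to 7 dpf, when larvae pass from the fed to the fasting state. Between these ages 4989 of 17540 genes passed, of which 2468 rose, with a median log2 fold change of 1.15, and 2521 fell, with a median of -1.55. With the added condition of a 2-fold change, 1533 genes rose and 1964 fell. The genes that rose took 31.7% ± 2.22 of the counts at 5 dpf and 56.3% ± 2.0 at 7 dpf (SD, n = 3), and those that fell took 10.3% ± 0.976 and 2.25% ± 0.115. Among the 100 most abundant genes of the liver 60 rose and 2 fell, with a median log2 fold change of 1.14 over all 100. ENSAMXG00000004360 rose from 0.653 ± 0.289 CPM to 307 ± 239 CPM (SD, n = 3), a log2 fold change of 8.86 with a standard error (SE) of 1.55 and an adjusted p of 0.00471 in edgeR. ENSAMXG00000006152 rose from 2.84 ± 2.01 to 765 ± 446 CPM (log2 fold change 8.07, SE 1.68, edgeR adjusted p = 0.00951). ENSAMXG00000002462 fell from 4.75 ± 6.52 CPM to no read in any library, at least 78.9-fold lower (edgeR adjusted p = 0.0322), and 200 of its 231 reads came from surface 5 dpf replicate 1. ENSAMXG00000030438 fell from 23.4 ± 6.4 to 0.0532 ± 0.0481 CPM, on 1099 and 3 reads, a ratio of 386 with a counting interval of 132 to 1880 (edgeR adjusted p = 0.00352).

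The composition of the surface libraries moved with age as well. Reads outside annotated genes fell from 30.7% ± 3.55 at 5 dpf to 21.7% ± 0.907 at 7 dpf, and the 100 most abundant genes of each library took 33.5% ± 2.57 and 42.6% ± 2.15 of its counts (SD, n = 3). Neither measure overlapped between the ages, with an exact two-sided permutation p of 0.1 for each, the smallest that 3 against 3 libraries can give. With the share of reads outside genes as a covariate 1521 genes passed, 1092 of them among the 4989 and in the same direction, and 10 of the 100 most abundant genes rose. Of the genes named above, ENSAMXG00000030438 passed in that fit. ENSAMXG00000004360, ENSAMXG00000006152 and ENSAMXG00000002462 did not (adjusted p = 0.119, 0.208 and 0.424, the highest over their alternatives, which reached down to 4.57e-10, 1.78e-06 and 4.57e-05). Their fitted log2 fold changes were 8.37 (SE 2.73), 7.23 (SE 3.0) and -7.44 (SE 4.63) with the covariate, against 8.86 (SE 1.55), 8.07 (SE 1.68) and -9.26 (SE 2.48) without it, so the SE grew more than the fold changes shrank. With library totals in place of TMM factors the median of all genes shifted from -0.05 to -0.77, and 10.4% of 8128 passing genes were higher, against 49.5% here. Relative to that scale 49 of the 100 most abundant genes rose and 13 fell. Without surface 5 dpf replicate 1, 3062 genes passed, 36 of the 100 most abundant genes rose and ENSAMXG00000002462 did not pass (adjusted p = 0.101), nor did it in limma-voom (log2 fold change -6.03, adjusted p = 0.183). Without surface 7 dpf replicate 3, 39 of the 100 rose.

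**Figure D2:**
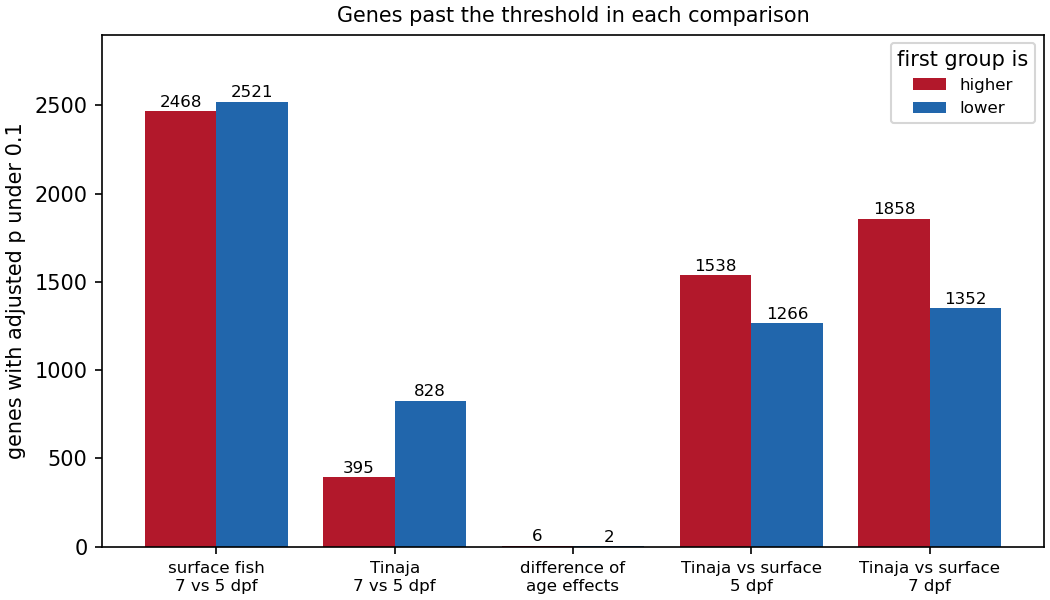
Bars give the number of genes (y axis, from 0) with an adjusted p under 0.1 in each of the 5 comparisons (x axis), higher in red and lower in blue in the first group named, at 7 dpf or in Tinaja for the age effects and their difference. The age effect in surface fish gave 2468 higher and 2521 lower genes, and that in Tinaja 395 and 828.

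The same question was asked of Tinaja cavefish, which resist starvation. Between 5 and 7 dpf 1223 genes passed, of which 395 rose, with a median log2 fold change of 1.37, and 828 fell, with a median of -1.63. With a 2-fold change required, 294 rose and 725 fell. The genes that rose took 2.37% ± 0.442 of the counts at 5 dpf and 6.63% ± 1.48 at 7 dpf (SD, n = 3), and those that fell took 7.84% ± 3.0 and 1.97% ± 0.681. Of the 100 most abundant genes 9 rose and 2 fell. ENSAMXG00000030438 fell here too, from 53.7 ± 71.7 to 0.138 ± 0.177 CPM (SD, n = 3; log2 fold change -8.5, SE 1.27, edgeR adjusted p = 0.0203). ENSAMXG00000021151 fell from 52.9 ± 76.6 to 0.0905 ± 0.0784 CPM (log2 fold change -9.03, SE 1.67, edgeR adjusted p = 0.0242). Tinaja 5 dpf replicate 2 held 136 and 141 CPM of these genes, and the other libraries of that group 9.64 and 15 CPM of the first and 1.74 and 16.1 CPM of the second. Without it the log2 fold changes were -6.38 (adjusted p = 0.00937) and -6.47 (adjusted p = 0.0872), and without Tinaja 7 dpf replicate 2 the first was -10.27. In limma-voom neither fall passed, with log2 fold changes of -7.9 and -7.25 and an adjusted p of 0.123 and 0.346, where the lowest among their alternatives were 1.23e-08 and 3.4e-07. ENSAMXG00000032562 had no read at 5 dpf and 123 ± 212 CPM at 7 dpf, at least 2180-fold higher (edgeR adjusted p = 0.0851). ENSAMXG00000037972 had 2 reads at 5 dpf and 11.1 ± 18.6 CPM at 7 dpf, a ratio of 304 with a counting interval of 83.6 to 2510 (edgeR adjusted p = 0.0876). Both rises rest on Tinaja 7 dpf replicate 1, at 367 and 32.5 CPM, while replicates 2 and 3 held 0.0674 and 0.229 CPM of the first gene and 0.135 and 0.535 CPM of the second. Without that library their log2 fold changes were 4.29 and 2.86 with an adjusted p of 0.165 and 0.485, over alternatives that ran from 8.41e-27 to 0.523 and from 0.0515 to 0.485. Of the 12 libraries left out in turn, 10 ended the call of ENSAMXG00000032562 and 9 that of ENSAMXG00000037972. Apart from Tinaja 7 dpf replicate 1, these fits gave log2 fold changes of 13.9 to 13.97 for the first, against 13.94 with all libraries, and of 7.37 to 10.48 for the second, against 7.93, the highest without Tinaja 5 dpf replicate 3. With the replicate number as a block they were 12.68 and 6.92 and did not pass (adjusted p = 0.249 and 0.143), nor did they in limma-voom at 6.32 and 4.95 (0.523 and 0.417), without a filter on low counts (0.2 and 0.181) or with the filter of 0.5 CPM (0.103 and 0.104). ENSAMXG00000032562 also lost its call with the covariate (0.1) and ENSAMXG00000037972 with thinned counts (0.12).

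Reads outside genes were at 24.0% ± 5.29 in Tinaja at 5 dpf and 25.4% ± 2.16 at 7 dpf, an exact permutation p of 0.7 (SD, n = 3). The Tinaja count depended on single libraries. It was 739 without surface 5 dpf replicate 2, 494 without Tinaja 5 dpf replicate 1, 204 without Tinaja 5 dpf replicate 2, 368 without Tinaja 7 dpf replicate 1 and 440 without Tinaja 7 dpf replicate 3. A fit of only the 6 Tinaja libraries called 362 genes, and DESeq2 called 1961. With library totals in place of TMM factors 20.2% of the passing genes were higher, against 32.3% here. Among the 100 most abundant genes 3 rose without Tinaja 5 dpf replicate 1, 2 without its replicate 2, 6 without its replicate 3 and 3 without Tinaja 7 dpf replicate 1. With the covariate 14 of them rose, with library totals 13 rose and 4 fell, and in DESeq2 17 rose and 4 fell.

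The age effects of the morphs were then set against each other. The morphs share no libraries in these comparisons, and 819 genes changed in the same direction in both, where independent lists of these lengths would share 175. Of these 272 rose, with a median log2 fold change of 1.69 in surface fish and 1.34 in Tinaja, and 547 fell, with medians of -1.85 and -1.81. Opposite directions were found for 12 genes. Both tests share their dispersion estimates, and abundant genes are easier to call in either morph, so the 175 for independent lists may be too low. The shared genes were 67% of those called in Tinaja, and fold changes correlated at 0.39 (Pearson) and 0.33 (Spearman) across genes, which are not independent. The set that rose in surface fish rose in Tinaja as well by camera with a preset correlation (p = 2.3e-21) and by fry (p = 0.0258), but not by camera with an estimated correlation (p = 0.0787). The set that fell in surface fish fell in Tinaja, with camera p values of 7.4e-25 preset and 0.011 estimated and a fry p of 0.00173. The sets called in Tinaja moved the same way in surface fish, with estimated-correlation p values of 0.015 for the rising and 0.0273 for the falling set. With library totals in place of TMM factors 16.1% of the shared genes rose, against 33.2% here. The overlap fell to 487 and 520 genes without surface 5 dpf replicate 2 or 3, to 386 and 176 without Tinaja 5 dpf replicate 1 or 2, and to 269 and 357 without Tinaja 7 dpf replicate 1 or 3.

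**Figure D3:**
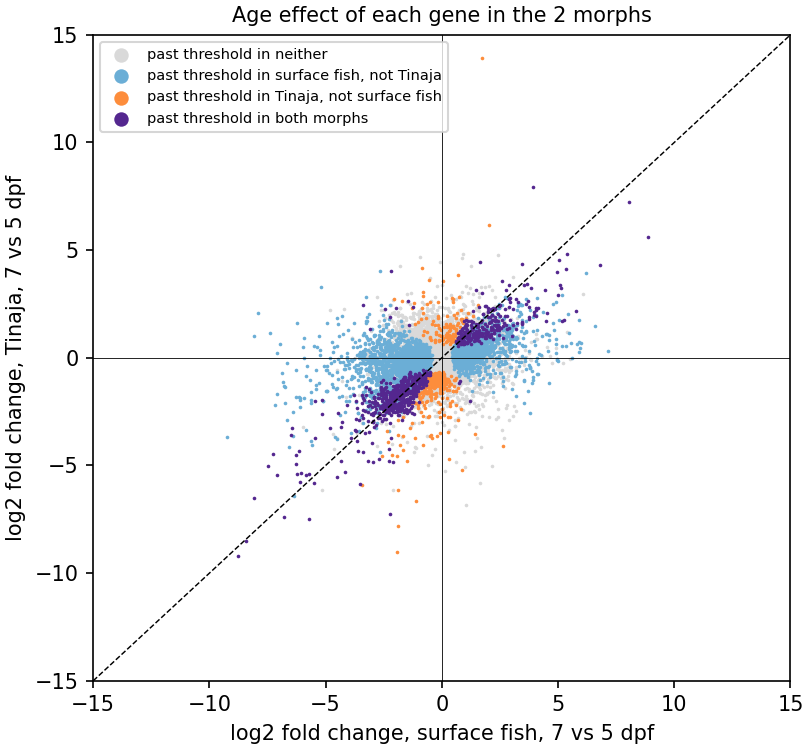
Each point is 1 of 17540 genes, placed by its log2 fold change from 5 to 7 dpf in surface fish (x axis) and in Tinaja (y axis) and coloured by where it passed, with equal changes on the dashed line. Genes that passed in both morphs lie mostly in the lower left and upper right corners, and 12 of 831 changed in opposite directions.

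Genes that rose in surface fish and did not pass in Tinaja numbered 2193, with a median log2 fold change of 1.12 in surface fish and 0.35 in Tinaja. In Tinaja 81% of them had a positive fold change, against 52.9% of all tested genes. Genes that fell in surface fish and did not pass in Tinaja numbered 1965, with medians of -1.45 and -0.24, and 67.4% of them were negative in Tinaja, against 46.9% of all genes. Passing in a single morph does not show that the age effects differ. The test of the difference itself passed for 2 of the 2193 and 1 of the 1965 genes, and at an unadjusted p under 0.05 it counted 774 and 922, on genes chosen for their change in surface fish. Over genes chosen without regard to morph, the 5017 that passed for the age effect averaged over both, the median change along that direction was 1.19 in surface fish and 0.72 in Tinaja, a ratio of 0.61. The mean score of these genes rose by 1.34 in surface fish and by 0.88 in Tinaja. For this difference the exact two-sided permutation p was 0.04 over the 400 relabellings of morph within age. Such relabellings assume that the morphs do not differ at either age, so this p does not test the age effects alone. Left out in turn, no library moved the ratio outside 0.568 to 0.753. With reads outside genes as a covariate the medians were 1.06 and 0.74, a ratio of 0.698.

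The age effect differed between Tinaja and surface fish at an adjusted p under 0.1 for 8 genes, 6 with a higher and 2 with a lower effect in Tinaja. All 8 also passed in surface fish, 5 passed in Tinaja, and 4 had opposite signs in the morphs. ENSAMXG00000018625 went from 79.7 ± 23.7 to 9.27 ± 3.13 CPM in surface fish and from 21.5 ± 2.34 to 54.0 ± 29.6 CPM in Tinaja (SD, n = 3), a difference in log2 fold change of 4.44 (SE 0.57, edgeR adjusted p = 0.0287). ENSAMXG00000036645 went from 30.6 ± 10.5 to 6.47 ± 0.633 CPM in surface fish and from 8.54 ± 4.12 to 32.1 ± 12.6 CPM in Tinaja, a difference of 4.15 (SE 0.58, edgeR adjusted p = 0.0422). Both fell in surface fish and rose in Tinaja in the tests within each morph. ENSAMXG00000025171 rose in surface fish from 7.57 ± 2.82 to 48.0 ± 4.45 CPM and stood at 25.6 ± 4.56 and 29.9 ± 2.1 CPM in Tinaja, a difference of -2.44 (SE 0.38, edgeR adjusted p = 0.0792). ENSAMXG00000004256 rose in surface fish from 8.25 ± 1.74 to 28.2 ± 2.52 CPM and stood at 17.2 ± 3.48 and 14.1 ± 1.75 CPM in Tinaja, a difference of -2.06 (SE 0.32, edgeR adjusted p = 0.0792). None of the 4 passed with reads outside genes as a covariate, with adjusted p values of 0.548, 0.551, 0.635 and 0.615, the highest over their alternatives, which reached down to 8.73e-10, 6.56e-08, 3.58e-06 and 1.25e-05. The difference of ENSAMXG00000018625 was 4.6 in that fit, with a larger SE of 0.82, and those of the others were smaller, at 2.87 (SE 0.59), -1.78 (SE 0.4) and -1.43 (SE 0.31).

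The number of such genes was set by single libraries. It was 1484 without Tinaja 7 dpf replicate 1, 555 without Tinaja 5 dpf replicate 3, 13 without surface 7 dpf replicate 3, 4 without surface 5 dpf replicate 2, and 5 without surface 5 dpf replicate 1 or 3, Tinaja 5 dpf replicate 1, or surface 7 dpf replicate 1 or 2. All 8 genes were among the 1484 and among the 555. DESeq2 called 813, again with all 8, limma-voom 6, and edgeR with reads outside genes as a covariate 0. At an unadjusted p under 0.05 edgeR counted 2769 genes without and 874 with the covariate. With library totals in place of TMM factors the median difference over all genes was 0.61, and ENSAMXG00000018625 alone of the 4 passed. The others were at 4.73, -1.83 and -1.47 (adjusted p = 0.104, 0.127 and 0.127). ENSAMXG00000018625 passed without any library in turn. ENSAMXG00000036645 lost its call without surface 5 dpf replicate 1 or 2, Tinaja 5 dpf replicate 1, or surface 7 dpf replicate 1 or 2. ENSAMXG00000025171 passed only without surface 5 dpf replicate 1, Tinaja 5 dpf replicate 3 or Tinaja 7 dpf replicate 1, and ENSAMXG00000004256 only without the last of these or Tinaja 5 dpf replicate 3, among the 12 fits that each leave out a library. With the replicate number as a block 7 genes passed, all with a higher effect in Tinaja, and these last genes did not (differences of -2.47 and -2.05, adjusted p = 0.175 for each).

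**Figure D4:**
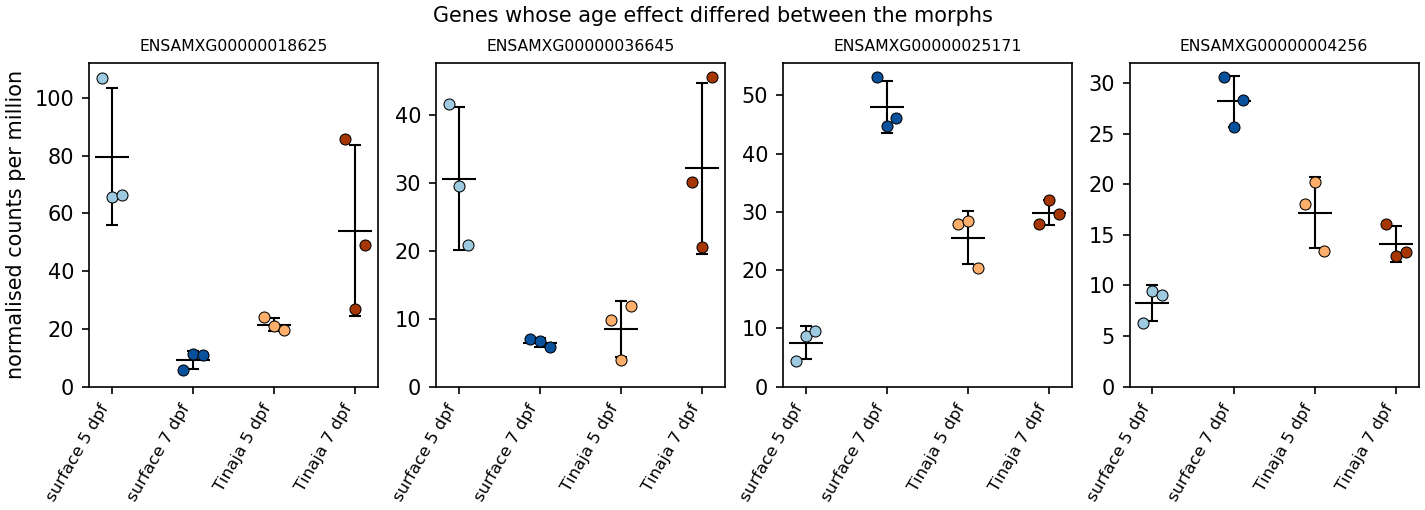
Points give the normalised CPM (y axis, from 0) of each library in the 4 groups (x axis) for the 4 genes shown by identifier, with the mean as a horizontal line and the SD as error bars. ENSAMXG00000018625 and ENSAMXG00000036645 were lower at 7 dpf in surface fish and higher in Tinaja, and the other genes rose in surface fish, to 48.0 and 28.2 CPM.

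At 5 dpf the comparison of the morphs asks how their livers differed at the age that the study describes as fed. The study cites earlier work in which visible yolk was used up later in cavefish than in surface fish. The morphs may therefore differ in remaining yolk at this age, and in the time since its loss at 7 dpf. Here 2804 genes passed, of which 1538 were higher in Tinaja, with a median log2 fold change of 1.54, and 1266 lower, with a median of -1.85. Of the 10 most abundant genes 5 were higher in Tinaja and 0 lower, and of the 100 most abundant 16 were higher and 1 lower. ENSAMXG00000038050 was at 260 ± 119 CPM in Tinaja and had a single read in the surface libraries (SD, n = 3; edgeR adjusted p = 0.00899), a ratio of 12400 with a counting interval of 2230 to 490000. ENSAMXG00000032086 was at 25.8 ± 9.99 CPM in Tinaja and had no read in surface fish, at least 407-fold higher (edgeR adjusted p = 0.00183). ENSAMXG00000038483 was at 0.812 ± 0.251 CPM in Tinaja and 104 ± 13 CPM in surface fish (log2 fold change -6.99, SE 1.43, edgeR adjusted p = 0.0142). ENSAMXG00000032562 had no read in Tinaja and 79 ± 16.6 CPM in surface fish, at least 1410-fold lower (edgeR adjusted p = 0.0592). It did not pass without any 1 of the 6 libraries compared, with log2 fold changes of -13.45 to -13.18 in these fits and an adjusted p of up to 0.157, over alternatives from 9.17e-26. Nor did it pass in limma-voom (-11.43, adjusted p = 0.135), without a filter on low counts (-13.3, 0.135) or with reads outside genes as a covariate (-17.59, 0.117).

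Reads outside genes stood at 24.0% in Tinaja and 30.7% in surface fish at this age, with an exact permutation p of 0.2 for 3 against 3 libraries. With this share as a covariate 1301 genes passed, 0 of the 10 most abundant genes passed in edgeR, and 2 of the 100 were higher and 4 lower. Without surface 5 dpf replicate 1 or 3 the count was 1358 and 1638, and without Tinaja 5 dpf replicate 1 or 2 it was 1238 and 1599. The number of higher genes among the 100 was then 10 and 9, and 10 and 11. With library totals in place of TMM factors the median of all genes was -0.4 and 21.9% of the passing genes were higher, against 54.9% here, and 16 of the 100 were higher and 9 lower.

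At 7 dpf, when both morphs were fasting, 3210 genes passed, 1858 higher in Tinaja with a median log2 fold change of 1.72 and 1352 lower with a median of -1.3. Of the 100 most abundant genes 1 was higher and 7 were lower. ENSAMXG00000032086 again had no read in surface fish and was at 43 ± 24.5 CPM in Tinaja (SD, n = 3), at least 715-fold higher (edgeR adjusted p = 0.0012). ENSAMXG00000037475 had no read in surface fish and was at 20.1 ± 21.1 CPM in Tinaja, at least 335-fold higher (edgeR adjusted p = 0.0441). Tinaja 7 dpf replicate 3 held 577 of its 818 reads, at 44.1 CPM against 4.03 and 12.3 CPM in replicates 1 and 2, so the bound rests largely on that library. ENSAMXG00000006074 was at 0.479 ± 0.418 CPM in Tinaja and 102 ± 162 CPM in surface fish (log2 fold change -7.72, SE 2.18, edgeR adjusted p = 0.0488). ENSAMXG00000011135 was at 0.384 ± 0.282 CPM in Tinaja and 67.2 ± 109 CPM in surface fish (log2 fold change -7.44, SE 2.02, edgeR adjusted p = 0.0428). Surface 7 dpf replicate 2 held most reads of the last 2 genes, and without it the log2 fold changes were -4.12 and -3.54 with an adjusted p of 0.149 and 0.145. They also lost their call without Tinaja 7 dpf replicate 2 (adjusted p = 0.139 and 0.128) or replicate 3 (0.163 and 0.149), and with reads outside genes as a covariate (0.145 and 0.167, at log2 fold changes of -6.3 and -5.55) and in limma-voom (0.331 and 0.329, at -6.42 and -5.35), over alternatives that ran from 0.000438 to 0.331 and from 0.000177 to 0.329. Of 23 alternatives, the fits without a library included, 6 ended the call of each of these genes. ENSAMXG00000037475 lost its call without surface 7 dpf replicate 1 (adjusted p = 0.104) or Tinaja 7 dpf replicate 3 (0.126), in limma-voom (0.125) and without a filter on low counts (0.122), over alternatives from 3.52e-05 to 0.126.

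Between the ages 1006 genes differed between the morphs in the same direction, 665 higher and 341 lower in Tinaja, and 36 differed in opposite directions. Independent lists would share 261 in the same direction, a number that may be too low, since both tests share their dispersion estimates. Fold changes between the morphs correlated at 0.62 (Pearson) and 0.42 (Spearman) across genes between the ages, and no library is shared between these comparisons. At 7 dpf reads outside genes stood at 25.4% in Tinaja and 21.7% in surface fish (exact permutation p = 0.1, the smallest possible), and with this share as a covariate 1921 genes passed. The count was 5277 without Tinaja 7 dpf replicate 1, with 21 of the 100 most abundant genes lower in Tinaja, and 1594 and 1168 without its replicates 2 and 3, and 1519 and 2098 without surface 7 dpf replicates 1 and 3. The number lower among the 100 was 3 and 2 without Tinaja 7 dpf replicates 2 and 3, and 4 without surface 7 dpf replicate 3. A fit of only these 6 libraries called 1496 genes. With library totals the median of all genes was 0.19, and 6 of the 100 were higher and 8 lower. With the covariate 4 were higher and 6 lower, and in DESeq2 3 and 8.

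**Figure D5:**
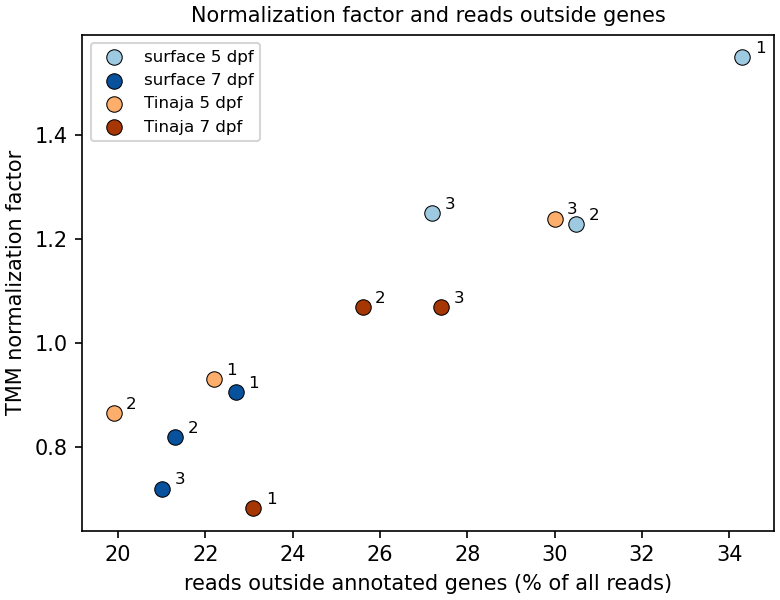
Each point is a library, placed by its reads outside annotated genes in percent of all its reads (x axis) and by its TMM normalization factor (y axis), with the replicate number beside it. The factors run from 0.683 to 1.55, and the 3 surface libraries at 5 dpf lie at 1.23 or above.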

Values the study reported

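In the study 367 genes responded in all 3 groups, zebrafish included, and 79 of them were higher in starved larvae. A further 285 genes rose in zebrafish and in surface fish without rising in cavefish. The cutoffs were a 2-fold change and an FDR of 0.1.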

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

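The relation of the normalization factors to reads outside genes was tested only after its values were seen, as were the reads that a single larva would bring and the exchange of standard errors, whose refits were chosen anew once their first form had left the morphs with unequal numbers of libraries, and the fits with a covariate, without TMM factors or with thinned counts were added after the data were examined.

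A test of the difference itself singled out 8 genes whose age effect differed between the morphs. Among them the difference in log2 fold change, Tinaja minus surface fish, was 4.44 for ENSAMXG00000018625, 4.15 for ENSAMXG00000036645, -2.44 for ENSAMXG00000025171 and -2.06 for ENSAMXG00000004256. Of 100 relabellings of morph within age, drawn at random with the labelled one included, 6 gave 8 genes or more, and the highest other count was 1964. This count does not exclude chance, but it is a poor reference. The other 5 each kept the labels at 1 age and exchanged 1 or 2 libraries between the morphs at the other, so that differences between the morphs enter the contrast. In the 44 others where these cancel edgeR called 0 genes (124 to 3365 at an unadjusted p under 0.05, against 2769 as labelled), yet they mix the morphs within groups, with a dispersion of 0.253 to 0.295 against 0.152.

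Fewer genes passed with age in Tinaja than in surface fish, by a factor of 4.08 (2.7 without surface 5 dpf replicate 1, 9.02 and 24 without Tinaja 5 dpf replicates 1 and 2, 16 and 11.2 without Tinaja 7 dpf replicates 1 and 3), and after thinning every library to the smallest total by 4.25 (median of 5 draws, from 3.98 to 4.27), which argues against depth as the reason. Smaller age effects in Tinaja, a biological difference between the morphs, are a candidate explanation, with a ratio of median changes of 0.61. Such a difference cannot be told apart here from the later loss of yolk in cavefish that the study cites. A share of reads outside genes that differs between the ages in surface fish is also a candidate explanation, since with it as a covariate the surface count was 0.921 times the Tinaja count, though this ratio was 0.0938 without surface 5 dpf replicate 3, 0.596 without surface 7 dpf replicate 2, 1.96 and 18.8 without Tinaja 5 dpf replicates 2 and 3, and 8.56 and 1.63 without Tinaja 7 dpf replicates 1 and 3. In that fit the median log2 change of the 5017 age-responsive genes in surface fish went from 1.19 to 1.06 and its median standard error from 0.35 to 0.45, and age and the share moved together in surface fish, so neither account is excluded. A larger spread in Tinaja stays open too, with a dispersion 1.08 times that of surface fish (0.69 to 1.38 with a library left out of each morph). Fits of only the libraries of a morph, which estimate its spread alone, called 5364 genes in surface fish and 362 in Tinaja. With the standard errors of surface fish put in place for each gene the factor was 3.85. In 18 refits without a library of each morph at the same age it ran from 1.85 to 18.8. The lowest was without surface 5 dpf replicate 1 and Tinaja 5 dpf replicate 3, where it was 2.1 before the exchange. The highest was without surface 5 dpf replicate 3 and Tinaja 5 dpf replicate 2, where it was 217. The model shares its dispersions between the morphs, so their standard errors were near equal beforehand (median ratio 0.994). The exchange therefore cannot decide on the spread.

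The TMM factor rose with the share of reads outside genes over the 12 libraries, with Spearman's rho of 0.81 (permutation p = 0.0019) and Pearson's r of 0.92 (permutation p = 5e-05), and r was 0.85 without the 2 outermost libraries and 0.86 within groups. It fell with the share of counts in the 100 most abundant genes (r = -0.96) and with the total count in genes (r = -0.83), so reads outside genes are not singled out among 3 relations. Splitting the 6 Tinaja libraries into Tinaja 5 dpf replicates 1 and 2 with Tinaja 7 dpf replicate 1 against the rest, which sorts them by this share and as well by total count and TMM factor, called 1097 genes, against 1223 for the split by age. With the share as a covariate the split by age called 1651 genes, and which of these measures underlies the structure stays open.

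Tinaja 7 dpf replicate 1 correlated with the surface libraries at 7 dpf at 0.877 to 0.927, above its replicates (0.845 to 0.889), though not throughout with those at 5 dpf (0.831 to 0.875, replicate 2 at 0.872 to 0.888 and replicate 3 at 0.837 to 0.866), and its score over the age-responsive genes was 0.72, within the range of 0.65 to 0.85 of surface fish at 7 dpf, while the other Tinaja libraries at 7 dpf scored 0.11 and 0.34. Of 10 genes at 2 CPM or more in all surface libraries and at 0.2 CPM or less in the other Tinaja libraries, 10% (1 gene) exceeded 1% of the surface level in this library and 9 did not, which argues against surface larvae mixed into the pool. A single larva of average liver among the 40 would bring 26.8 reads of these genes, and 4 were counted, all of 1 gene. ENSAMXG00000032562 stood at 367 CPM in this library and at 60.4 to 339 CPM in the surface libraries, and missed the set because replicate 3 held 0.229 CPM. Of 17 genes marking Tinaja in the same way, 15 were present above that level and 2 were not. The median over all 17 was 52% of the level in its replicates, which argues against an exchange with a surface library. In every other library 0 genes of its own morph lay below that level. ENSAMXG00000038050 was at 13.5 CPM here, against 677 and 1110 CPM in its replicates. A more advanced response to the fast stays open as untested, though ENSAMXG00000032562 was already at 60.4 to 92.4 CPM in surface fish at 5 dpf.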

How the results depend on the processing

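The covariate, thinned and total-scaled fits were added after the data were examined. Of 452 refitted values of the genes shown by identifier, 358 kept their direction and their side of the threshold, 94 kept the direction and no longer passed, and 0 reversed. Leaving out each library in turn gave 3062 to 5898 genes for the age effect in surface fish, 204 to 1503 in Tinaja, 4 to 1484 for the difference of age effects, 1238 to 3532 between the morphs at 5 dpf, 1168 to 5277 at 7 dpf and 176 to 813 for the overlap. At an adjusted p under 0.05 these were 3302, 534, 5, 1610 and 1644 genes. With the share of reads outside genes as a covariate they were 1521 in surface fish, 0 for the difference (874 at an unadjusted p under 0.05 in edgeR, and without the covariate 813 in DESeq2 and 6 in limma-voom), 1301 at 5 dpf and 1921 at 7 dpf. Library totals without TMM factors gave 8128 genes in surface fish. DESeq2 gave 1961 genes in Tinaja and 813 for the difference, and fits of only the libraries compared gave 362 in Tinaja and 1496 at 7 dpf. Without a filter on low counts 15 genes differed in their age effect, and with 0.5 CPM in 1 library 14. The other alternatives kept each count within 1.5 times. The causes were not tested, beyond the fewer libraries or stricter thresholds by construction. Replicate numbers did not pair the samples throughout. Deviations correlated above 0.1 in 3 of 18 same-numbered pairs (range -0.28 to 0.41), and 5 of 12 libraries correlated best with their own number. These 3 pairs joined the ages within a morph, at 0.24 in surface fish and at 0.18 and 0.41 in Tinaja. The other such pairs were at -0.13 and -0.07 in surface fish and at 0.04 in Tinaja, so a pairing within a morph is not excluded. With the replicate block the counts were 731 in Tinaja and 541 for the overlap, and within 1.5 times elsewhere. With 3 against 3 libraries there are 10 splits, too few for a share under 0.05: the labelled split gave the most genes, 1 of 10, in surface fish (4989, highest other 0), Tinaja (1223, other 1097) and between the morphs at 5 dpf (2804, other 0) and 7 dpf (3210, other 9). The planned gene list tests and the single fatty acid transporter were not run, as identifiers were not matched to names. A single draw of counts thinned to equal totals gave 10 genes for the difference of age effects against 8, with 6 of the 8 among them. So small a change in a single draw does not show whether depth matters for that count. The difference of age effects had a median SE of 0.41 against 0.29 in the other comparisons. Of its simulated 4-fold differences, set in genes with a mean log2 CPM of at least 3, 42% were recovered.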

Other observations

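The tests here were set before their values were seen, on counts whose thinning was added after the data were examined.

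A small group of genes was present in every library of a morph and without a read in every library of the other. With at least 10 counts in each library of the expressing morph, 9 genes had no read in Tinaja and 8 none in surface fish. All 17 passed between the morphs at both ages, which their choice from the same libraries nearly builds in. At a minimum of 5 counts there were 11 and 14 such genes, and at 20 counts 7 and 4. Reads of Tinaja aligned to a genome of surface fish might lose genes in Tinaja, yet the ratio of silent genes, Tinaja over surface, was 1.12, near even at 10 counts, and 0.786 at 5 and 1.75 at 20. In counts thinned to equal totals it was 1.22, 2 and 7 at minimum counts of 5, 10 and 20, the last from 7 genes against 1. After thinning to equal totals 66.7% of 15 genes were silent in Tinaja (exact 95% interval 38.4 to 88.2), against 52.9% before (27.8 to 77.0). By definition these genes lie above the counting limit, with a median over genes of 103 counts per library in surface fish for those silent in Tinaja and 35.7 in Tinaja for those silent in surface fish. They are too few to settle whether more are silent in Tinaja, so alignment to a surface fish genome stays open beside gene loss or silencing.

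The gene counts quoted from the study above combine these larvae with zebrafish, which were not analysed here, so they have no counterpart among the counts of this report. Genes that rose at least 2-fold in surface fish and were not so called in Tinaja numbered 1350 here. In edgeR 541 of them had an unadjusted p under 0.05 for the difference of age effects, with 2 past the adjusted threshold. That was 40.1% of the set, against 15.8% of all tested genes. The set was chosen by its calls in the morphs, so an excess is built in.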
